A study of Mus musculus with 3 samples. Its data were reported in "Single-cell multiomics reveals ENL mutation perturbs kidney developmental trajectory by rewiring gene regulatory landscape" (2024).

How the data were processed

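Droplet single-cell RNA sequencing (10x Genomics, counting the 3′ ends of transcripts) was performed by the authors on whole kidneys of mouse embryos at embryonic day 15.5. The 3 libraries were made from embryos with unmodified *Enl* (Enl-WT), embryos that carried the T1 mutation of *Enl* (Enl-T1), and Enl-T1 embryos whose mothers received 100 mg/kg of TDI-11055 by mouth each day from embryonic day 10.5 to 14.5 (Enl-T1 TDI-11055). ENL is a chromatin reader encoded by *Mllt1*, and TDI-11055 is a small molecule that blocks its acyl-binding pocket. The deposited matrices held raw counts of unique molecular identifiers (UMIs), which the authors had made by aligning the reads to mouse genome build mm10 with CellRanger 6.1.2. They contained 32285 genes and the barcodes that CellRanger had called as cells, with no later filter on cells, no removal of doublets and no correction for free RNA. Kidneys of several embryos were pooled in a library and the matrices held no map from cells to embryos, so each group was represented by 1 library. No test between conditions was possible, and no p-value was computed. Every interval is a 95% interval that covers counting error only, and none covers differences between embryos, preparations or libraries.

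Barcodes with 1000 to 6000 detected genes and a mitochondrial share of at most 10% were kept, which is the filter that the study's methods give. Doublets were left in. Scrublet (scanpy 1.11.5) was run on each library as an alternative. It marked 143 barcodes in the Enl-WT library and 45 in the Enl-T1 library. In the Enl-T1 TDI-11055 library its automatic threshold marked 3 barcodes (0.0465%), under the 0.5% below which the caller was judged not to have worked, so the 142 barcodes with the highest scores were removed in their place (0.8% per 1000 barcodes).

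Counts were log-normalised and the libraries were integrated with anchors in Seurat 5.3.0 (SeuratObject 5.2.0, R 4.3.3) on up to 2000 variable genes. The clustering left out 139 genes chosen beforehand as outcomes (all *Hox* genes, the genes of the electron transport chain and single genes, not all of which are reported) and 128 technical genes (mitochondrial, ribosomal protein, haemoglobin and sex-linked genes). All cells were clustered on 30 principal components at a resolution of 0.5. The nephron and the stroma were then each integrated and clustered again on 20 principal components at a resolution of 0.8. Clusters were named, with the suffix "-like", from marker lists of kidney cell types. A cluster took the type with most markers among its 10 genes of highest fold (with 10 CPM added on each side), then the highest mean fold. It stayed unnamed when fewer than 3 markers were detected in at least 10% of its cells, when markers of another lineage led it, or when its UMI count was low and no marker led it. Class names were rebuilt in this way because the files held none, and a difference from the study can come from the names alone. Nephron progenitors, in what follows, are the cells of the NP1-like clusters, which were named from markers of self-renewing progenitors. NP2-like clusters were named from markers of committed progenitors. For neither class was it checked that all cells are of that stage.

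For expression, UMIs were summed over the cells of a class in a library and given as CPM, which scales each count to a fixed total of that sum, with exact Poisson intervals. A ratio of 2 libraries has an exact interval from the split of the counts. Shares of cells have exact Clopper-Pearson binomial intervals, and the limit beside a count or share of 0 is the upper end of its exact interval. Differences of shares have intervals built from those of both shares. For lists of genes, those with at least 5 CPM on average over the libraries were used. The median log2 ratio of a list was compared with 10000 random lists of as many genes matched on mean expression in 20 bins, or in 10 bins of expression and 10 of exonic length. Its interval comes from 500 Poisson redraws. Exonic lengths and gene positions are from GENCODE mouse release M21 on GRCm38. The electron transport chain list was fixed by symbol (the *Nduf*, *Atp5*, *Cox4* to *Cox8*, *Uqcr* and *Sdh* families without pseudogenes and assembly factors, 85 genes), and the *Hox* list held all 39 genes of the annotation. For shares of cells with a UMI, each cell was thinned to 2000 UMIs without replacement, and shallower cells were left out. A cell counted as proliferating when at least 2 of *Mki67*, *Top2a*, *Ube2c*, *Cenpf* and *Hmmr* had a UMI after thinning. Cells with *Xist* and no Y-linked UMI were taken as female, and cells with Y-linked UMIs and no *Xist* as male.

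Apart from genes that the study's text names, leading genes of clusters, genes used as measures of cell state (*Xist* and *Malat1*) and *Hox* genes that the text says were singled out after their values were seen, genes were named by a fixed rule. For each of 2 comparisons in NP1-like and NP2-like cells together, it took up to 5 genes higher and 5 lower with the largest ratio among genes with at least 50 CPM in 1 of the libraries and 100 UMIs over both, an interval that left out a ratio of 1, and the same direction in every progenitor cluster with at least 50 cells in both libraries. Mitochondrial, ribosomal protein, haemoglobin and sex-linked genes were left out of it.

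The cell filter, the markers, the lists, the comparisons, the rule for named genes and the alternatives were fixed before the data were examined, apart from the following. The rule that scores markers was set after the first clusters were seen and was revised afterwards. The restriction of nephron progenitors to NP1-like clusters was also made after the clusters were seen. Alternatives added later used only cells with a mitochondrial share of at least 1% (clustered anew), NP1-like and NP2-like cells together, the stroma without ureteric stroma-like cells, and the barcodes over 6000 genes assigned to the lineage whose mean marker profile they matched best. That assignment gave 94.3% of the kept cells their own lineage. The alternatives fixed beforehand were a strict filter (at least 1500 genes and a mitochondrial share of at most 5%), removal of doublets, clustering on all variable genes, a higher resolution (1.0 and 1.2), no integration, labels transferred from the Enl-WT library, female or male cells alone, CPM without mitochondrial, ribosomal protein and haemoglobin genes, median-of-ratios scaling, equal weights for cells, no filter on low counts, thinning to 4000 UMIs or none, and at least 2 UMIs for a positive cell.

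The procedure was tested on simulated data with 9714 genes, of which 200 were changed. Intervals that left out a ratio of 1 recovered 97.5% of the changed genes in a comparison at the depths of Enl-T1 and Enl-WT and 99.5% at those of Enl-T1 TDI-11055 and Enl-T1, with 0 in the wrong direction, and 4.80% and 4.62% of unchanged genes were called. Of 100 lists of unchanged genes, 3.00% fell outside the 2.5th to 97.5th percentiles. These simulations carry counting error alone, so they say nothing about differences between libraries. Tables were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and drawn with matplotlib 3.10.9. The chromatin data of the study were not used here.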

Results

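Single-cell transcriptomes of whole embryonic kidneys were obtained in 3 libraries, 1 each from Enl-WT embryos, Enl-T1 embryos, and Enl-T1 embryos exposed to TDI-11055 in utero. There were no replicate libraries, so every comparison sets 1 library against another, and intervals cover counting error only. The libraries held 7186 (Enl-WT), 6575 (Enl-T1) and 6453 (Enl-T1 TDI-11055) barcodes with 37221435, 63336586 and 76619303 UMIs. After filtering, 5233 Enl-WT cells (72.8% of the barcodes), 4144 Enl-T1 cells (63.0%) and 2754 Enl-T1 TDI-11055 cells (42.7%) were kept. Depth differed between the libraries, with a median of 5090 UMIs and 2358 genes per kept cell in Enl-WT, 9391 UMIs and 3037 genes in Enl-T1, and 16932 UMIs and 4329 genes in Enl-T1 TDI-11055. The upper limit of 6000 genes removed 55, 309 and 577 barcodes that passed the mitochondrial limit. Ribosomal protein genes took a median of 16.5% of the UMIs of a kept cell in Enl-WT, 26.8% in Enl-T1 and 27.9% in Enl-T1 TDI-11055. Cells with *Xist* and no Y-linked UMI made up 26.5% (25.3 to 27.7), 73.3% (71.9 to 74.6) and 35.1% (33.4 to 37.0) of the kept cells, so the embryos differed in sex between the libraries.

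The genes that carry the mutation and the Cre driver were examined first. *Mllt1* (ENSMUSG00000024212, chromosome 17, 56892611 to 56935415), which encodes ENL, had 29.2 CPM (95% interval 24.5 to 34.5) in Enl-WT nephron progenitors (the NP1-like cells) and 21.2 (18.4 to 24.3) in Enl-T1, a ratio of 0.726 (0.582 to 0.908). Counts of 3′ ends do not separate the mutant from the normal allele. *Wt1* (ENSMUSG00000016458, chromosome 2, 105126529 to 105173616), whose locus carries the Cre driver in every library, had 170.9 CPM (159.3 to 183.1) in Enl-WT and 114.5 (107.8 to 121.5) in Enl-T1, a ratio of 0.670 (0.611 to 0.735). Both ratios depended on scaling: under median-of-ratios scaling the log2 ratio of *Mllt1* was -0.12 in place of -0.46, and that of *Wt1* was -0.23 in place of -0.58. The ratio of Enl-T1 TDI-11055 over Enl-T1 was 0.910 (0.751 to 1.10) for *Mllt1* and 0.580 (0.529 to 0.635) for *Wt1*.

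The study asked how the mutation alters the makeup of the kidney. Nephron cells made up 42.3% of kept Enl-WT cells (41.0 to 43.7) and 31.3% of Enl-T1 cells (29.9 to 32.8). The difference was -11.0 percentage points. These counts include nephron clusters that stayed unnamed because genes of another lineage led them. They held 66 Enl-WT, 274 Enl-T1 and 74 Enl-T1 TDI-11055 cells (2.98%, 21.1% and 5.52% of the nephron), so the nephron differences depend on counting them. Stroma made up 16.6% of Enl-WT cells (15.6 to 17.7) and 33.7% of Enl-T1 cells (32.2 to 35.1), a difference of 17.1 points. The share of ureteric epithelium was 32.3% (31.0 to 33.6) in Enl-WT and 25.6% (24.3 to 26.9) in Enl-T1. Endothelial cells made up 7.55% (6.85 to 8.30) of Enl-WT cells and 6.18% (5.46 to 6.95) of Enl-T1 cells. Immune-like cells were below 1% in each library (9, 18 and 5 cells). Of the alternatives, clustering on all variable genes moved the nephron difference most, to -16.7 points. The difference in ureteric epithelium was -0.441 points among male cells alone. Within the Enl-T1 stroma, 17.0% of the cells (15.1 to 19.1) were ureteric stroma-like, against 5.29% (3.90 to 6.99) in Enl-WT. Without these cells the stroma difference was 13.8 points. Foxd1-like stroma made up 47.1% (43.8 to 50.5) of the Enl-WT stroma and 36.0% (33.5 to 38.6) of the Enl-T1 stroma. Renin/mesangial-like cells made up 20.7% (18.0 to 23.5) and 6.81% (5.54 to 8.26), medullary stroma-like cells 10.2% (8.30 to 12.4) and 14.8% (12.9 to 16.7), cells with no narrower name than stroma-like 8.28% (6.53 to 10.3) and 14.0% (12.2 to 15.9), and unnamed clusters 8.39% (6.63 to 10.4) and 11.4% (9.77 to 13.2).

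**Figure D1:**
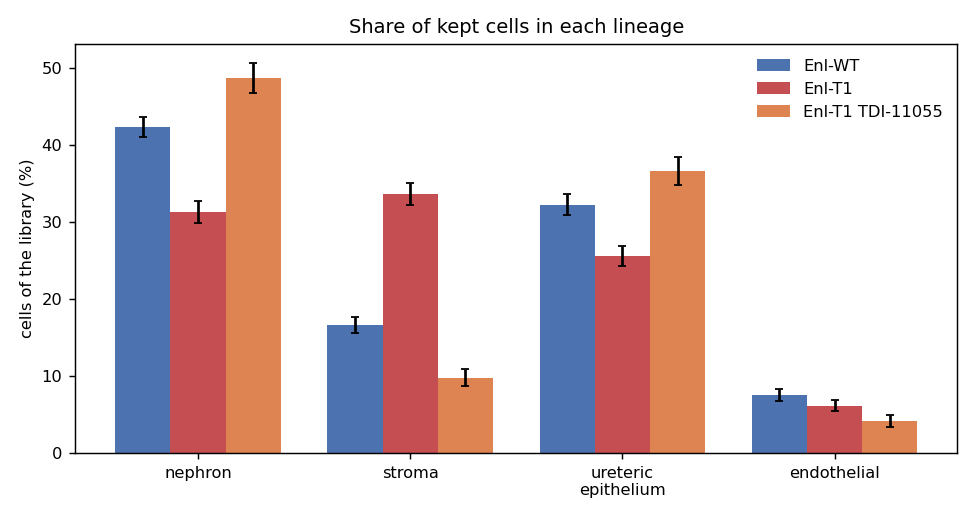
Share of kept cells (percent of the cells of a library) in each of 4 lineages, with 1 bar per library and exact 95% binomial intervals. The stroma share is 16.6% in Enl-WT, 33.7% in Enl-T1 and 9.80% in Enl-T1 TDI-11055.

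Within the nephron, the comparison addressed where differentiation stops in Enl-T1 kidneys. NP1-like cells made up 38.2% (36.2 to 40.3) of Enl-WT nephron cells and 60.8% (58.1 to 63.5) of Enl-T1 nephron cells. NP2-like cells made up 24.7% (22.9 to 26.5) and 8.39% (6.94 to 10.0). The podocyte-like share was 10.3% (9.10 to 11.7) in Enl-WT and 3.23% (2.34 to 4.35) in Enl-T1, the proximal tubule-like share 12.2% (10.9 to 13.7) and 2.46% (1.69 to 3.46), and the distal tubule/loop of Henle-like share 11.6% (10.3 to 13.0) and 4.0% (3.0 to 5.22). These 3 differentiated classes together made up 34.1% (32.2 to 36.1) of the Enl-WT nephron and 9.70% (8.14 to 11.4) of the Enl-T1 nephron, a difference of -24.4 points. No cluster was named intermediate-like, a class for renal vesicle and S-shaped body, so 0 of 2215 Enl-WT and 0 of 1299 Enl-T1 nephron cells bore that name. These counts follow from the naming of whole clusters, so they set no limit on the share of such cells, which may lie in clusters with other names. A pair of clusters stayed unnamed under the scoring rule, which was set after the clusters were seen. The first, led by *Sst*, *Akap12* and *Meg3* with the stroma genes *Smoc2* and *Col1a1* among its 10 leading genes, held 1.72% (1.22 to 2.35) of the Enl-WT nephron, 15.9% (13.9 to 18.0) of the Enl-T1 nephron and 1.12% (0.627 to 1.84) of the Enl-T1 TDI-11055 nephron. Of its cells, 79.5% came from Enl-T1, so a cell type and a feature of that library are not separated here. The second, with *Hemgn*, *Car2* and *Tmcc2* among its leading genes, held 1.26% (0.842 to 1.82), 5.23% (4.09 to 6.59) and 4.40% (3.37 to 5.64). The NP2-like cluster with 335 of the 547 Enl-WT NP2-like cells was led by *Sim1*, *Cxcl14* and *Sim2* and had 1 marker of its own class and 1 of another among its 10 leading genes, so NP2-like shares and levels are not those of committed progenitors alone. One NP1-like cluster was led by genes of DNA replication and another by genes of mitosis. Neither had a marker of its class among its 10 leading genes. Another NP1-like cluster, led by *Hist1h2bc*, *Snap91* and *Igfbp5*, had no marker of its class among its 10 leading genes and held 271 of the 790 Enl-T1 but 186 of the 846 Enl-WT NP1-like cells. The cluster led by *Rspo3*, *Cited1* and *Crym* held 171 and 339 of them, so the mix of NP1-like clusters differs between the libraries. The strict filter moved the differentiated difference to -45.8 points and left only 3 Enl-WT and 5 Enl-T1 cells in the NP2-like class, where the sign of the difference reversed (0.642 points).

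**Figure D2:**
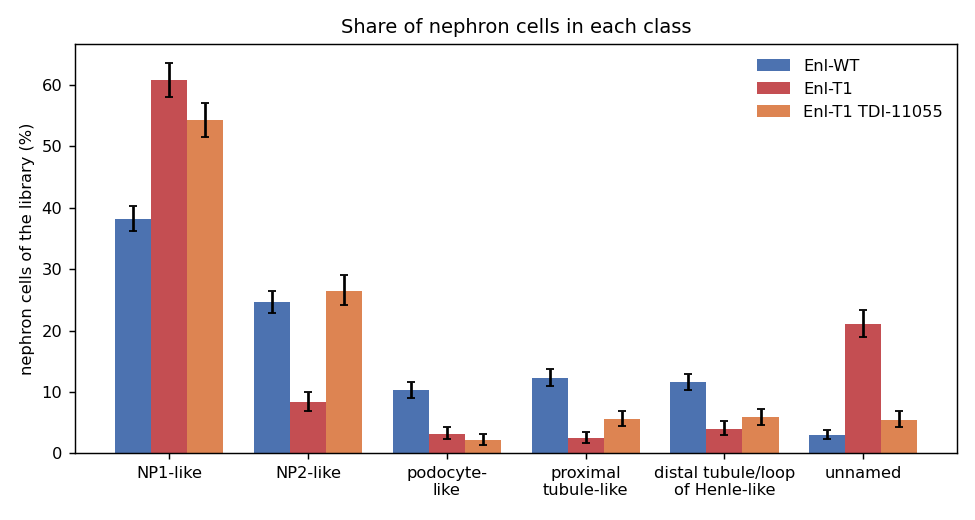
Share of nephron cells (percent of the nephron cells of a library) in each class, with 1 bar per library and exact 95% binomial intervals. NP2-like cells make up 24.7% of the nephron in Enl-WT, 8.39% in Enl-T1 and 26.5% in Enl-T1 TDI-11055.

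In all 4 lineages the CPM of most genes were lower in Enl-T1 than in Enl-WT, while ribosomal protein genes were higher. Among nephron progenitors the median log2 ratio of 9714 genes was -0.34, and that of 94 ribosomal protein genes was 0.55. Over whole lineages the median of all genes was -0.41 in the nephron, -0.30 in the stroma, -0.30 in ureteric epithelium and -0.32 in endothelial cells. Without mitochondrial, ribosomal protein and haemoglobin genes in the total, the median in nephron progenitors was -0.10, and under median-of-ratios scaling it was 0.00. Between Enl-T1 TDI-11055 and Enl-T1 the median in nephron progenitors was 0.01. Log2 ratios also fell with the exonic length of genes, with a Spearman correlation across 9709 genes (which are not independent replicates) of -0.45 in nephron progenitors for Enl-T1 over Enl-WT and -0.42 for Enl-T1 TDI-11055 over Enl-T1. *Malat1*, a nuclear RNA, fell from 16403.8 to 8618.6 CPM in the nephron and rose from 13980.8 to 17285.5 CPM in the stroma between Enl-WT and Enl-T1. Changes are therefore also given relative to all genes or beside lists matched on length.

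*Hox* genes were examined because the study named them as raised by the mutation. The study chose them on these same libraries, so what follows is not independent evidence. The median log2 ratio of 32 *Hox* genes in nephron progenitors was 0.91 (0.79 to 0.99), and 30 of the 32 were higher in Enl-T1. That median lay at percentile 100.0 of 10000 random lists matched on expression, and at percentile 100.0 of lists matched on expression and exonic length. Relative to the median of all genes it was 1.25, which was also its value under median-of-ratios scaling, the alternative that moved it most. By cluster of genes, the median was 1.49 (1.32 to 1.76) for *Hoxa*, 0.37 (0.23 to 0.51) for *Hoxb*, 0.77 (0.68 to 0.88) for *Hoxc* and 0.98 (0.84 to 1.16) for *Hoxd*. *Hoxd12* (chromosome 2, 74675013 to 74677705) had 14.2 CPM (11.0 to 18.0) in Enl-WT and 91.3 (85.4 to 97.6) in Enl-T1. *Hoxc11* (chromosome 15, 102954427 to 102957708) had 9.53 (6.95 to 12.7) and 66.3 (61.3 to 71.7). *Hoxb8* and *Hoxc5* were the genes of the list that were lower in Enl-T1, with ratios of 0.683 (0.600 to 0.779) and 0.835 (0.596 to 1.18), and were singled out after their values were seen. *Hoxa13*, singled out in the same way and under the filter on low counts, had 0 UMIs in 846 Enl-WT cells, which allows up to 0.781 CPM, and 28 UMIs (2.94 CPM, 1.95 to 4.25) in 790 Enl-T1 cells. Relative to all genes, the *Hox* median over whole lineages was 1.76 (1.69 to 1.84) in the nephron, 1.31 (1.11 to 1.40) in the stroma, 0.52 (0.35 to 0.70) in endothelial cells and 0.11 (0.01 to 0.16) in ureteric epithelium. Whole-lineage values also reflect the mix of cell types. NP1-like cells made up 38.2% of the Enl-WT and 60.8% of the Enl-T1 nephron, so the excess of 1.76 over the 1.25 of nephron progenitors is not read as a change within cells. In ureteric epithelium the direction flipped with scaling, since the median by CPM was -0.19 (-0.29 to -0.14). In NP2-like cells the median by CPM was 0.97 (0.82 to 1.16). It pools 0.93 (0.74 to 1.19) for *Hoxa*, 2.38 (2.16 to 2.57) for *Hoxc* and 1.14 (0.85 to 1.27) for *Hoxd*. For *Hoxb* the median there was -0.10 (-0.26 to 0.16), with 4 of 9 genes higher.

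**Figure D3:**
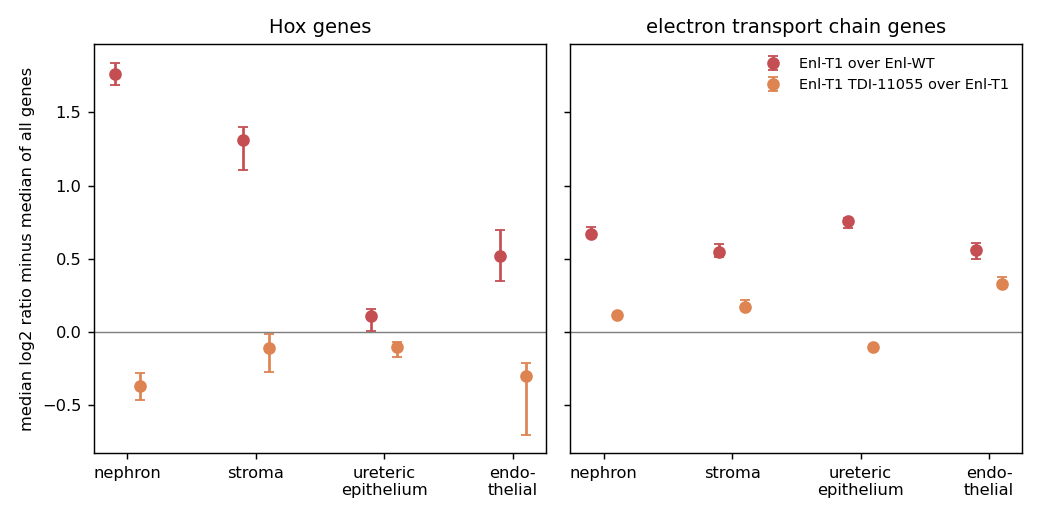
Median log2 ratio of *Hox* genes and of electron transport chain genes minus the median of all genes, per lineage, for Enl-T1 over Enl-WT and for Enl-T1 TDI-11055 over Enl-T1, with intervals from redrawn counts. For Enl-T1 over Enl-WT, the *Hox* value is 1.76 in the nephron and 0.11 in ureteric epithelium (where it is below 0 by CPM without the subtraction), and the electron transport chain value is between 0.55 and 0.76 in the 4 lineages. Values over whole lineages also reflect the mix of cell types, and the *Hox* value in nephron progenitors alone is 1.25.

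Genes of self-renewal and commitment were compared next in nephron progenitors. *Six2* (ENSMUSG00000024134, chromosome 17, 85684277 to 85688274) fell from 167.5 CPM (156.0 to 179.6) in Enl-WT to 77.4 (71.9 to 83.2) in Enl-T1, a ratio of 0.462 (0.417 to 0.511). *Cited1* (ENSMUSG00000051159, chromosome X, 102247381 to 102252181) fell from 313.6 CPM (297.8 to 329.9) to 64.5 (59.5 to 69.8), a ratio of 0.206 (0.187 to 0.226). *Wnt4* (ENSMUSG00000036856, chromosome 4, 137277489 to 137299726) rose from 171.7 CPM (160.1 to 183.9) to 334.7 (323.2 to 346.6), a ratio of 1.95 (1.80 to 2.11). *Cdh6* (ENSMUSG00000039385, chromosome 15, 13028701 to 13173675) rose from 31.1 CPM (26.3 to 36.6) to 91.2 (869 UMIs), a ratio of 2.93 (2.46 to 3.51). Under median-of-ratios scaling the log2 ratios were -0.77 for *Six2*, -1.94 for *Cited1*, 1.31 for *Wnt4* and 1.90 for *Cdh6*, in place of -1.11, -2.28, 0.96 and 1.55. Since the mix of the 4 NP1-like clusters differs, the ratios were also taken within each, after the pooled values were seen. They ran from 0.476 to 0.539 for *Six2*, 0.176 to 0.288 for *Cited1*, 1.49 to 4.65 for *Wnt4* and 2.38 to 2.98 for *Cdh6*. The strict filter moved *Cited1* and *Wnt4* most, to -1.0 and 0.20, and brought *Six2* to -0.60 and *Cdh6* to 0.52. In NP2-like cells *Wnt4* was higher in Enl-T1 as well, with a ratio of 1.52 (1.38 to 1.67), while *Cdh6* was lower, with 246.8 CPM (231.3 to 263.2) in Enl-WT and 67.2 (54.9 to 81.5) in Enl-T1. When NP1-like and NP2-like cells were summed, the direction of *Cdh6* therefore reversed (log2 ratio -0.53), as these cells differ in their *Cdh6* level and in their share between the libraries.

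The share of cells with a UMI was compared after thinning to 2000 UMIs. In nephron progenitors *Wnt4* was found in 17.8% (15.3 to 20.6) of 836 Enl-WT cells, 37.3% (33.9 to 40.8) of 788 Enl-T1 cells and 22.9% (19.9 to 26.1) of 726 Enl-T1 TDI-11055 cells, with 10, 2 and 2 shallower cells left out. Without thinning the shares were 29.7%, 73.5% and 54.4%, at median depths of 5080, 11266 and 18709 UMIs and an endothelial background of 9.87% (7.12 to 13.2), 27.3% (22.0 to 33.2) and 9.48% (4.83 to 16.3), and the difference between Enl-T1 and Enl-WT grew from 19.5 to 43.9 points, the largest move among the alternatives. Endothelial cells, which should lack the gene, gave 2.34% (1.07 to 4.39) of 385 Enl-WT cells (10 left out), 7.42% (4.53 to 11.3) of 256 Enl-T1 cells and 0.862% (0.0218 to 4.71) of 116 Enl-T1 TDI-11055 cells after thinning, at median depths of 5663, 10452 and 14336 UMIs. *Cdh6* was found in 4.67% (3.34 to 6.32) of Enl-WT, 15.6% (13.1 to 18.3) of Enl-T1 and 2.75% (1.69 to 4.22) of Enl-T1 TDI-11055 nephron progenitors after thinning, and in 12.4%, 49.7% and 13.7% without it. In NP2-like cells *Cdh6* was found in 27.0% (23.3 to 31.0) of 544 Enl-WT cells, 8.26% (3.85 to 15.1) of 109 Enl-T1 cells and 5.08% (3.04 to 7.92) of 354 Enl-T1 TDI-11055 cells, with 3, 0 and 2 left out. Without thinning these shares were 45.9%, 30.3% and 22.2%, at median depths of 6338, 13658 and 6502 UMIs. The endothelial background of *Cdh6* was 1.04% (0.284 to 2.64) in Enl-WT and 0.391% (0.00989 to 2.16) in Enl-T1, and none of 116 Enl-T1 TDI-11055 cells had a UMI, for which the exact interval reaches 3.13%. Between Enl-WT and Enl-T1 TDI-11055 nephron progenitors no order is read for *Wnt4*, because the CPM were 171.7 and 170.3.

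In the stroma, 7 genes that the study named as changed were compared in Foxd1-like cells (410 Enl-WT, 503 Enl-T1 and 186 Enl-T1 TDI-11055 cells). The study chose them on the same libraries, so their directions are not independent evidence. Of the clusters given this name, 1 of 400 cells was led by genes of DNA replication and 1 of 228 cells by genes of mitosis, and neither had a Foxd1-like marker among its 10 leading genes, so other cycling stroma is not excluded from the class. Those named as raised were higher in Enl-T1, with ratios of 2.60 (2.27 to 2.99) for *Hoxa10* (chromosome 6, 52231197 to 52240854), 3.19 (2.85 to 3.58) for *Hoxc10* (chromosome 15, 102966796 to 102971893), 1.5 (1.24 to 1.83) for *Wnt5a* (chromosome 14, 28504750 to 28527448) and 1.82 (1.51 to 2.21) for *Tcf21* (chromosome 10, 22817281 to 22820174). Those named as lowered had ratios of 0.610 (0.555 to 0.669) for *Meis1* (chromosome 11, 18879817 to 19018985), 0.646 (0.579 to 0.721) for *Pdgfra* (chromosome 5, 75152292 to 75198215) and 0.430 (0.372 to 0.497) for *Itga9* (chromosome 9, 118606690 to 118901003). In Enl-WT their levels ranged from 66.6 CPM for *Tcf21* to 374.8 CPM for *Meis1*, and in Enl-T1 from 79.6 CPM for *Itga9* to 545.8 CPM for *Hoxc10*. The mean log2 ratio of the 4 raised genes was 1.13, and 1.39 under median-of-ratios scaling, which moved it most. The log2 ratios of *Meis1*, *Pdgfra* and *Itga9* were -0.71, -0.63 and -1.22, and -0.45, -0.37 and -0.95 under median-of-ratios scaling. The median of all genes was -0.27 in these cells, where log2 ratios fell with exonic length (Spearman -0.41 across genes).

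Electron transport chain genes, which the study named among those raised in the nephron, were higher in Enl-T1 than in Enl-WT in all 4 lineages. On these same libraries, the study also reported a rise of its mitochondria-related signature in the whole kidney. Their median log2 ratio was 0.26 (0.24 to 0.31) over 79 genes in the nephron, 0.24 (0.21 to 0.29) over 80 genes in the stroma, 0.46 (0.41 to 0.48) over 78 genes in ureteric epithelium and 0.24 (0.18 to 0.29) over 78 genes in endothelial cells, each at percentile 100.0 of lists matched on expression. Relative to all genes these values were 0.67, 0.55, 0.76 and 0.56. Median-of-ratios scaling moved the nephron value most, to 0.65. In nephron progenitors the median was 0.36 (0.31 to 0.39), at percentile 100.0 of lists matched on expression and exonic length, whose median was 0.02. In contrast, *Dnmt1* (chromosome 9, 20907209 to 20959888), *Ezh2* (chromosome 6, 47530139 to 47595341) and *Ash2l* (chromosome 8, 25815996 to 25847694), which the study named as lowered, had ratios of 0.559 (0.512 to 0.610), 0.728 (0.682 to 0.777) and 0.571 (0.508 to 0.641) in nephron progenitors, from 203.7, 329.9 and 115.8 CPM in Enl-WT. The mean log2 ratio of the 3 genes was -0.43 in the nephron, -0.64 in the stroma, -0.66 in ureteric epithelium and -0.63 in endothelial cells. Under median-of-ratios scaling it was -0.04, -0.35, -0.36 and -0.35. In the nephron as a whole *Ezh2* had a log2 ratio of -0.23, which is above the -0.41 of all genes, so its direction flipped with that scaling. In nephron progenitors the median of the 3 genes was at percentile 7.36 of lists matched on expression and at percentile 20.2 of lists matched on exonic length as well.

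Proliferation of nephron progenitors was measured as the share of cells with UMIs of at least 2 of 5 cell cycle genes. It was 35.4% (32.2 to 38.8) in Enl-WT, 31.6% (28.4 to 35.0) in Enl-T1 and 30.6% (27.2 to 34.1) in Enl-T1 TDI-11055 after thinning, so the difference of -3.81 points between Enl-T1 and Enl-WT was not detectable at this depth. It changed sign without integration (5.81 points) and without thinning (7.53 points). The shares without thinning were 47.3%, 54.8% and 58.1%, at depths that rise in the same order. The difference lay further below 0 after thinning to 4000 UMIs (-7.60 points), with NP1-like and NP2-like cells together (-15.3) and under the strict filter (-27.5). The summed CPM of the 5 genes were 1728.7 (1691.4 to 1766.6), 1184.4 (1162.6 to 1206.4) and 720.6 (705.6 to 735.9). Their median log2 ratio of -0.50 for Enl-T1 over Enl-WT lay at percentile 45.2 of random lists matched on expression and exonic length. For Enl-T1 TDI-11055 over Enl-T1 the median was -0.95, at percentile 0 of such lists, so they fell by more than genes of similar level and length, while the thinned shares of 31.6% and 30.6% give no order. That difference of -1.02 points depended on the cells used, with -10.1 at a mitochondrial share of at least 1%, -11.5 under the strict filter, -20.9 without integration and 3.29 without thinning. Of the 728 Enl-T1 TDI-11055 nephron progenitors, 263 had a mitochondrial share under 1%. Among endothelial cells the thinned share was 44.9% (39.9 to 50.1) in Enl-WT and 19.9% (15.2 to 25.3) in Enl-T1.

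The Enl-T1 TDI-11055 library addressed how far blocking the acyl-binding pocket reverts the effect of the mutation. The Enl-T1 library was labelled as untreated, and no Enl-WT library had TDI-11055. The study found that TDI-11055 also acts on normal ENL, but saw no noticeable change in the histology of Enl-WT kidneys after this dosing. An effect of dosing, or of the drug apart from the mutation, cannot be told from reversion in these libraries. Nephron cells made up 48.7% (46.8 to 50.6) of the kept cells of the Enl-T1 TDI-11055 library, a difference from Enl-T1 of 17.3 points. Stroma made up 9.80% (8.72 to 11.0), a difference of -23.9 points, and lay under the Enl-WT share too. Ureteric epithelium made up 36.6% (34.8 to 38.4) and endothelial cells 4.21% (3.49 to 5.03). Within the nephron, NP1-like cells made up 54.3% (51.6 to 57.0) and NP2-like cells 26.5% (24.2 to 29.0), the latter 18.2 points above Enl-T1. The podocyte-like, proximal tubule-like and distal tubule/loop of Henle-like shares were 2.16% (1.45 to 3.09), 5.59% (4.42 to 6.96) and 5.89% (4.69 to 7.29). Together they came to 13.6% (11.9 to 15.6), 3.95 points above Enl-T1. Of the stroma of this library, 68.9% (63.0 to 74.4) of 270 cells were Foxd1-like and 3.70% (1.79 to 6.71) ureteric stroma-like. A mitochondrial share under 1% was found in 26.8% of the kept cells of this library, against 0.879% in Enl-WT and 2.90% in Enl-T1, and in 44.7% (42.1 to 47.5) of its nephron cells. These held 242 of the 356 NP2-like cells of the library. When cells were limited to a mitochondrial share of at least 1% and clustered anew, the nephron share was 42.3% (40.9 to 43.6) in Enl-WT, 29.8% (28.4 to 31.2) in Enl-T1 and 36.9% (34.8 to 39.0) in Enl-T1 TDI-11055, so the difference of 17.3 points became 7.10, the largest move of that value. The NP2-like share of the nephron then was 24.8% (23.0 to 26.7), 7.76% (6.31 to 9.43) and 14.3% (11.8 to 17.0), and the differentiated share 34.0% (32.0 to 36.1), 10.3% (8.61 to 12.1) and 18.8% (16.1 to 21.8). The NP2-like difference between Enl-T1 TDI-11055 and Enl-T1 ranged widely, from 0.417 points with labels transferred from Enl-WT to 31.9 points without integration. The differentiated difference was 0.0193 points under the strict filter and 12.4 points among male cells.

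**Figure D4:**
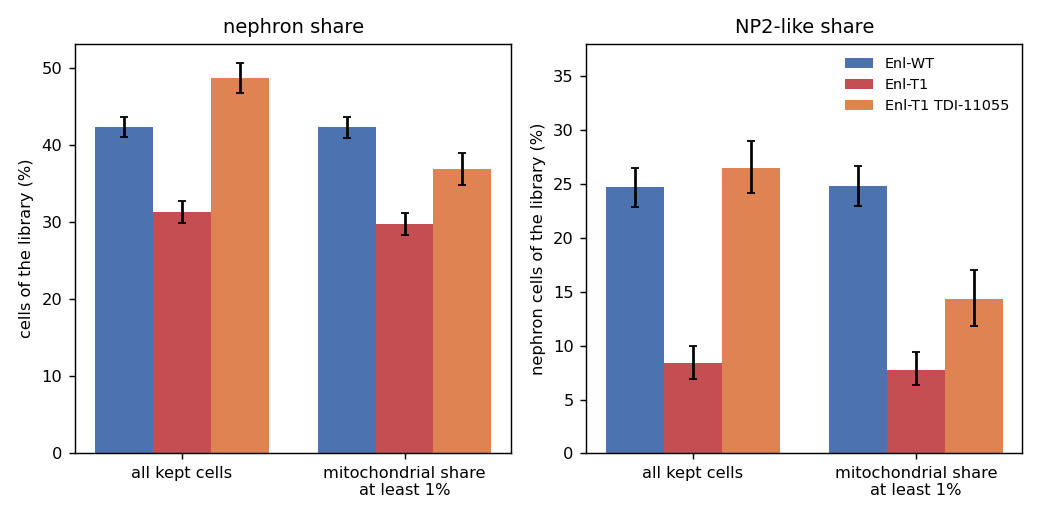
Nephron share (percent of the cells of a library) and NP2-like share (percent of the nephron cells of a library) among all kept cells and among cells with a mitochondrial share of at least 1%, with exact 95% binomial intervals. In Enl-T1 TDI-11055 the nephron share is 48.7% and 36.9%, and the NP2-like share is 26.5% and 14.3%.

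Expression in Enl-T1 TDI-11055 nephron progenitors was set against Enl-T1. The median log2 ratio of the 32 *Hox* genes was -0.43 (-0.55 to -0.32), at percentile 0 of random lists, and 6 of the 32 were higher. The median was -0.98 (-1.07 to -0.90) for *Hoxc* and -1.03 (-1.18 to -0.90) for *Hoxd*, with all 14 genes of both lower, while it was -0.04 (-0.12 to 0.01) for *Hoxa* and -0.05 (-0.11 to 0.01) for *Hoxb*, with 3 of 9 genes higher in each. *Hoxb1* and *Hoxb2*, singled out after their values were seen, rose from 7.24 to 55.4 CPM (ratio 7.65, 5.97 to 9.95) and from 108.6 to 221.6 CPM (ratio 2.04, 1.90 to 2.19). The median of all genes was 0.01 by CPM, -0.06 without mitochondrial, ribosomal protein and haemoglobin genes and 0.01 under median-of-ratios scaling, so shifts of that size do not change the direction of *Hoxc* and *Hoxd* but cover the medians of *Hoxa* and *Hoxb*. The *Hox* value moved most under the strict filter, to -0.20. Against Enl-WT the *Hox* median was 0.37 (0.22 to 0.47), which pools 1.30 (1.09 to 1.56) for *Hoxa*, 0.25 (0.14 to 0.42) for *Hoxb*, -0.22 (-0.38 to -0.06) for *Hoxc* and -0.05 (-0.16 to 0.07) for *Hoxd*. The median of all genes for this comparison was -0.32 by CPM and 0.03 under median-of-ratios scaling. *Six2* and *Cited1* were higher than in Enl-T1, with ratios of 2.15 (1.98 to 2.35) and 3.03 (2.77 to 3.32), and *Wnt4* and *Cdh6* lower, with ratios of 0.509 (0.481 to 0.538) and 0.193 (0.166 to 0.225). Against Enl-WT the ratios were 0.995 (0.916 to 1.08) for *Six2*, 0.624 (0.584 to 0.666) for *Cited1*, 0.992 (0.914 to 1.08) for *Wnt4* and 0.567 (0.457 to 0.704) for *Cdh6*. By CPM *Six2* and *Wnt4* were therefore level with Enl-WT, but above it relative to the median of all genes. In Foxd1-like stroma the 4 genes named as raised went both ways over Enl-T1, with ratios of 0.407 (0.323 to 0.508) for *Wnt5a*, 0.737 (0.683 to 0.795) for *Hoxc10*, 0.739 (0.627 to 0.868) for *Tcf21* and 1.35 (1.25 to 1.46) for *Hoxa10*. The median of 30 *Hox* genes there was -0.09 (-0.24 to 0.05), at percentile 19.7 of random lists matched on expression. That value pools genes that went both ways, since the median was 0.24 (0.08 to 0.38) for *Hoxa* and 0.37 (0.13 to 0.58) for *Hoxb*, but -0.44 (-0.63 to -0.35) for *Hoxc* and -1.20 (-1.60 to -1.02) for *Hoxd*. Relative to all genes the electron transport chain median over Enl-T1 was 0.12 (0.10 to 0.13) in the nephron, 0.17 (0.16 to 0.22) in the stroma, 0.33 (0.31 to 0.38) in endothelial cells and -0.10 (-0.12 to -0.09) in ureteric epithelium. Against lists matched on expression and exonic length it was low in the nephron (percentile 0.230) and in ureteric epithelium (percentile 0.0200). In ureteric epithelium the median of all genes for this comparison was 0.01, 0.02 and 0.00 under the 3 scalings.

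Across all genes with at least 50 CPM in 1 of the libraries, the change with TDI-11055 was set against the change with the mutation. The comparisons share the Enl-T1 library, so libraries that do not differ were simulated 200 times, which gives a negative correlation by itself. These simulated libraries carry counting error alone. Observed ratios also hold differences between libraries, so the simulated values are not a reference for the observed correlations. In nephron progenitors the correlation across 3635 genes (genes are not independent replicates) between the log2 ratios of Enl-T1 over Enl-WT and Enl-T1 TDI-11055 over Enl-T1 was 0.00, against -0.43 for unchanged libraries, and 0.01 when the Enl-T1 counts were split so that no count entered both ratios. In Foxd1-like stroma it was -0.03 over 3956 genes, against -0.31 for unchanged libraries. In ureteric epithelium it was -0.25 over 4070 genes, against -0.51. With the Enl-T1 counts split, the correlation was -0.02 in Foxd1-like stroma and -0.24 in ureteric epithelium. Counting error of the shared Enl-T1 library therefore moved the observed correlations little. In nephron progenitors both log2 ratios fell with exonic length (Spearman -0.45 and -0.42), which by itself pushes their correlation upward. Length was not removed here, so neither a reversal nor its absence is read. The log2 ratios of Enl-T1 and of Enl-T1 TDI-11055 over Enl-WT had correlations of 0.85, 0.74 and 0.71 in these 3 cell groups, against 0.69, 0.61 and 0.59 for unchanged libraries that share Enl-WT. The Enl-WT counts were not split, so how much of these correlations comes from sharing that library was not measured.

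Genes named by the fixed rule were changed in the same direction in all 6 progenitor clusters that held enough cells. For Enl-T1 over Enl-WT, summed over 1393 and 899 NP1-like and NP2-like cells, the 5 genes with the largest rise were *Pam16*, *Gm10076*, *Hoxd12*, *Hoxc11* and *Rab26os*, and the 5 with the largest fall were *Lama1*, *Sim1*, *Dsp*, *Etl4* and *Pou3f3*. *Pam16* (chromosome 16, 4616464 to 4624988) had 2 UMIs in Enl-WT and 778 in Enl-T1, a ratio of 299.7 (82.7 to 2478.9). *Gm10076* (chromosome 14, 105681828 to 105682211), a long non-coding RNA, had 5.40 and 109.3 CPM. Both were raised in ureteric epithelium too, by log2 ratios of 7.63 and 4.38, and *Rab26os* (antisense) had a ratio of 7.28 (5.71 to 9.40). Whether reads of these 3 genes were shared with copies or overlapping genes was not tested. *Lama1* (chromosome 17, 67697259 to 67822647) had 102.9 and 9.49 CPM, a ratio of 0.0922 (0.0746 to 0.113). *Dsp* and *Etl4* had ratios of 0.152 (0.119 to 0.192) and 0.187 (0.159 to 0.221). *Sim1* and *Pou3f3* are among the markers used to name clusters and are not read as results. For Enl-T1 TDI-11055 over Enl-T1 the 5 with the largest rise were *Crym*, *Nnat*, *Cap1*, *Skap1* and *Cited1*, of which *Crym* is also a naming marker. *Nnat* (chromosome 2, 157560078 to 157562522) had 59.3 CPM in Enl-T1 and 179.1 in Enl-T1 TDI-11055, a ratio of 3.02 (2.77 to 3.29), and *Cap1* and *Skap1* each had a ratio of 2.71. The 5 with the largest fall were *AA465934*, *Pik3r1*, *Tenm4*, *Hoxd12* and *Fos*. *AA465934* (chromosome 11, 83291699 to 83294632, annotated as a processed transcript) fell from 72.6 to 2.33 CPM, a ratio of 0.0322 (0.0225 to 0.0447), and was 0.0684 in ureteric epithelium. *Pik3r1*, *Tenm4* and *Fos* had ratios of 0.281 (0.253 to 0.312), 0.287 (0.258 to 0.318) and 0.343 (0.317 to 0.371).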

Values the study reported

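The study reported that 5232 Enl-WT, 4144 Enl-T1 and 2752 Enl-T1 TDI-11055 cells passed its filter. It stated that the Enl-WT and Enl-T1 kidneys came from 2 and 4 embryos. Over 55% of Enl-T1 cells in its NP1 class expressed *Wnt4*, against about 10% of Enl-WT cells. In its NP2 class, the share of cells positive for *Cdh6* was 17.1% in Enl-WT and 58.4% in Enl-T1.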

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

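Several tests in this part were chosen only after the result was seen: those that re-clustered cells with a mitochondrial share of at least 1%, that read *Malat1* as a sign of bare nuclei, that split the UMIs of droplets into 2 parts, that compared the uroplakin cluster with ureteric stroma, and that counted cells with both *Xist* and Y-linked UMIs. With 1 library per group, a difference between preparations, batches or embryos cannot be told apart from a difference between the groups in any of the patterns that follow.

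Electron transport chain genes lay on opposite sides of the median of all genes in different lineages between Enl-T1 and Enl-T1 TDI-11055. Relative to all genes the median log2 ratio was -0.10 in ureteric epithelium, 0.12 in the nephron, 0.17 in the stroma and 0.33 in endothelial cells. Against random lists matched on expression and exonic length the genes were low in both lineages where this was computed, with a median of 0.12 against 0.19 for the lists in the nephron (percentile 0.230) and -0.09 against 0.06 in ureteric epithelium (percentile 0.0200), so opposite directions are not read. The difference between lineages was not tested, because there is no replicate. The trend with transcript length was weaker in ureteric epithelium (Spearman -0.25 across genes) than in the nephron (-0.46). Matching on expression and length left 36.9% of the difference between these 2 lineages, a share between the limits set for a decision, so a length effect and another origin cannot be told apart for these genes. An effect of TDI-11055 that differs between lineages stays open and was not tested.

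A cluster led by the uroplakin genes *Upk1b*, *Upk3a* and *Upk1a* bore no name and was used in no comparison. It held 2.78% (2.30 to 3.32) of Enl-T1 cells, 1.05% (0.793 to 1.37) of Enl-WT cells and 0.545% (0.305 to 0.897) of Enl-T1 TDI-11055 cells. If the Enl-T1 preparation held more tissue of the ureter, its ureteric stroma-like cells would be more common too, and their share of all cells was 6.53 times that in Enl-WT. More ureter in the preparation is therefore a candidate explanation, and an effect of the mutation on these cells stays open, as untested.

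Sex was not part of the design, yet 73.3% of Enl-T1 cells had *Xist* and no Y-linked UMI, against 26.5% of Enl-WT and 35.1% of Enl-T1 TDI-11055 cells. Free RNA would put both kinds of transcript into the same cells, and only 2.85% of Enl-T1 cells held both, which argues against free RNA as the whole cause. Pools of embryos that differ in sex remain as an explanation, and differences between the libraries were therefore recomputed within female and male cells. The smaller of the female and male values was 91.9% of the value over all cells for the *Hox* median in nephron progenitors, 104.5% for the electron transport chain median in the nephron, and 88.3% for the stroma share, all for Enl-T1 against Enl-WT. This argues against the sex of the embryos as the whole cause of these 3 differences. Other differences moved. That in ureteric epithelium went from -6.70 points to -10.3 in female and -0.441 in male cells. That in endothelial cells went from -1.37 to -0.0314 and -1.97. With TDI-11055 the nephron difference went from 17.3 to 7.78 and 14.8, and the NP2-like difference from 18.2 to 7.32 and 12.1. For these the sex of the embryos stays open as a cause.

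In the Enl-T1 TDI-11055 library 26.8% of kept cells had a mitochondrial share under 1%, against 0.879% in Enl-WT and 2.90% in Enl-T1. Among its nephron cells, 600 such droplets had a median of 5341 UMIs and 1752 genes, against 21223 UMIs and 4710 genes in the other 741. *Malat1* had 2632.9 CPM in them and 8374.5 CPM in the others, a log2 ratio of -1.67. Bare nuclei would have raised *Malat1*, so the value of -1.67 argues against nuclei without cytoplasm, whereas cell fragments without a nucleus are a candidate explanation that this value allows. Free RNA alone would give every droplet a draw from the same pool. When the UMIs of all 739 such droplets of the library were split at random into 2 equal parts, droplets with a marker UMI of a lineage in the first part had higher levels of that lineage's markers in the second than droplets without, and the smallest ratio, for endothelial markers, was 6.07 (4.10 to 8.95). Among the 600 nephron droplets the smaller ratio of the same kind was 2.23 (1.88 to 2.66), for NP1-like markers, beside 3.96 (3.33 to 4.74) for NP2-like markers. These values argue against free RNA alone as the source of all the droplets, while free RNA in some of them stays open. The NP2-like difference between Enl-T1 TDI-11055 and Enl-T1 kept 35.7% of its size after these droplets were left out and the rest clustered anew, so the droplets may account for much of the higher NP2-like share in that library. Whether exposure to TDI-11055 changed the cells in a way that gives such droplets was not tested.

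The limit of 6000 genes removed 577 barcodes from the Enl-T1 TDI-11055 library that passed the mitochondrial limit, against 55 in Enl-WT and 309 in Enl-T1. Thinned to the median depth of Enl-WT, 24 barcodes of the Enl-T1 TDI-11055 library exceeded 6000 genes, 0.436 times the number in Enl-WT. Greater depth is therefore a candidate explanation for their number. In Enl-T1, 82 barcodes exceeded the limit after such thinning, against 55 in Enl-WT, so depth leaves an excess there. Of the 309 Enl-T1 barcodes, 262 matched ureteric epithelium best. With the barcodes over the limit added, the stroma difference between Enl-T1 and Enl-WT kept 88.9% of its size, which argues against the limit as its whole cause. The difference in ureteric epithelium went from -6.70 to -2.76 points. Doublets were not separated from deep single cells among these barcodes.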

How the results depend on the processing

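Alternatives chosen only after the result was seen were the limit to a mitochondrial share of at least 1%, NP1-like and NP2-like cells together, the stroma without ureteric stroma-like cells, and the addition of barcodes over the gene limit. In all, 381 values of 47 results were recomputed. Of these, 240 stayed within the counting interval of the reported value, 139 moved beyond it, and 2 values of differences whose interval left out 0 reversed. The proliferating differences, whose intervals include 0, changed sign as well, to 7.53 without thinning and 5.81 without integration, and to 3.29 with TDI-11055 without thinning. The 47 results with doublets removed and the 7 without a filter on low counts stayed within it. Differences of shares are in percentage points, other values are log2 ratios, and comparisons are of Enl-T1 with Enl-WT unless TDI-11055 is named, which then means Enl-T1 TDI-11055 against Enl-T1. Except where a reason is given, the cause was not tested. Of 56 values of results for single stroma genes, 11 moved, and none changed sign.

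Under the strict filter the nephron share difference was -8.78, endothelial -2.90, differentiated -45.8 and NP2-like 0.642. That last value reversed, and it rests on the 3 Enl-WT and 5 Enl-T1 NP2-like cells that the filter left, which is also why the *Cdh6* share difference in NP2-like cells was 0. With TDI-11055 the differences were 22.3 for nephron, -26.2 for stroma, 5.17 for NP2-like and 0.0193 for differentiated cells. In nephron progenitors *Six2* was -0.60, *Cited1* -1.0, *Wnt4* 0.20 and *Cdh6* 0.52, and with TDI-11055 the *Hox* median was -0.20, *Six2* 0.87 and *Cited1* 0.84. Electron transport chain medians were 0.45 in the nephron and 0.40 in ureteric epithelium, and 0.09 in the nephron with TDI-11055. The mean of *Dnmt1*, *Ezh2* and *Ash2l* was -0.75 in the stroma and -0.77 in ureteric epithelium. The *Wnt4* and *Cdh6* share differences in nephron progenitors were 7.78 and 2.23. The proliferating difference was -27.5, and -11.5 with TDI-11055.

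When clustering used all variable genes, the nephron difference was -16.7, NP1-like 31.0, and nephron with TDI-11055 21.2. At a higher resolution the differentiated difference was -29.2 and NP2-like -5.61, and with TDI-11055 NP2-like was 10.2 and differentiated 8.73. Labels transferred from Enl-WT gave -19.9 for differentiated, 34.9 for NP1-like and -6.47 for NP2-like cells, and with TDI-11055 0.417 for NP2-like and 1.04 for differentiated cells. Without integration the differences were -34.9 for differentiated, 4.56 for NP1-like and -3.78 for NP2-like cells, and 31.9 for NP2-like cells with TDI-11055. Without it *Cited1* was -2.02, and with TDI-11055 the *Hox* median was -0.23, *Cited1* 1.39 and *Wnt4* -1.06. The *Cdh6* share difference in NP2-like cells was then -39.0, the proliferating difference 5.81, and -20.9 with TDI-11055.

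Among female cells the differences were 19.9 for stroma, -10.3 for ureteric epithelium and -0.0314 for endothelial cells, and with TDI-11055 7.78 for nephron, -26.6 for stroma, 7.32 for NP2-like and 8.29 for differentiated cells. Among male cells they were 15.1 for stroma, -0.441 for ureteric epithelium, -34.6 for differentiated and 34.4 for NP1-like cells, and with TDI-11055 14.8 for nephron, -21.0 for stroma, 12.1 for NP2-like and 12.4 for differentiated cells.

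With barcodes over the gene limit added, the stroma difference was 15.2 and ureteric epithelium -2.76. Without ureteric stroma-like cells the stroma difference was 13.8, and -20.2 with TDI-11055. With a mitochondrial share of at least 1%, the values with TDI-11055 were 7.10 for nephron, 6.50 for NP2-like and 8.58 for differentiated shares, -0.27 for the *Hox* median, -1.08 for *Wnt4*, 0.05 for the electron transport chain in the nephron and -10.1 for the proliferating share.

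Median-of-ratios scaling removes the shift of all genes, which by construction raises every log2 ratio of a class by about that shift. It gave -0.12 for *Mllt1*, -0.23 for *Wt1*, 1.25 for the *Hox* median, -0.77 for *Six2*, -1.94 for *Cited1*, 1.31 for *Wnt4*, 1.90 for *Cdh6* and 1.39 for the raised stroma genes. Electron transport chain medians were 0.65 in the nephron, 0.54 in the stroma, 0.75 in ureteric epithelium and 0.53 in endothelial cells, and 0.16 in the nephron with TDI-11055. The mean of *Dnmt1*, *Ezh2* and *Ash2l* was -0.04, -0.35, -0.36 and -0.35 in these 4 lineages. CPM without mitochondrial, ribosomal protein and haemoglobin genes gave -0.33 for *Wt1*, 1.15 for the *Hox* median, -0.87 for *Six2*, -2.04 for *Cited1*, 1.21 for *Wnt4* and 1.28 for the raised stroma genes. Electron transport chain medians were then 0.54, 0.42, 0.62 and 0.44, and 0.06 in the nephron with TDI-11055, and the 3 chromatin genes -0.15, -0.46, -0.52 and -0.43.

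With NP1-like and NP2-like cells together the *Hox* median was 1.06, *Six2* -0.50, *Cited1* -1.65, *Wnt4* 0.62 and *Cdh6* -0.53, which reversed because NP2-like cells, rarer in Enl-T1, have more *Cdh6* in Enl-WT. With TDI-11055 *Six2* was 0.93, *Cited1* 1.40, *Wnt4* -0.77 and *Cdh6* -1.58, and the proliferating difference between Enl-T1 and Enl-WT was -15.3. With cells weighted equally *Cited1* was -2.43 and the 3 chromatin genes were -0.55 in the nephron and -0.75 in ureteric epithelium, and with TDI-11055 the *Hox* median was -0.63, *Wnt4* -0.73 and the electron transport chain in the nephron 0.18.

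Shares of cells with a UMI depend on depth by construction. Thinned to 4000 UMIs, the differences were 27.5 for *Wnt4* and 17.4 for *Cdh6* in nephron progenitors and -26.4 for *Cdh6* in NP2-like cells. Without thinning they were 43.9 and 37.3 in nephron progenitors, and the proliferating difference was 7.53. When at least 2 UMIs were needed, they were 6.34 and 1.83.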

Other observations

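Some tests in this part were chosen only after the result was seen: those that compared lineages with and without the Cre driver, that set the 3 chromatin genes against the shift of all genes, that set the *Hox* value in ureteric epithelium against that in nephron progenitors, that left out ureteric stroma-like cells, and that used *Malat1* as a measure of nuclear RNA.

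For the share of NP1-like cells with a *Wnt4* UMI, the values here without thinning were 29.7% of 846 Enl-WT cells and 73.5% of 790 Enl-T1 cells, with a background of 9.87% and 27.3% in endothelial cells. The classes were rebuilt, so these cells are not the population behind the quoted shares and no direction is read between them. For *Cdh6* the values here were 45.9% of 547 Enl-WT and 30.3% of 109 Enl-T1 NP2-like cells, with a background of 2.78% and 2.73%. This class is not the same population as the one quoted, since no cluster here was named intermediate-like and 1 of the NP2-like clusters was led by *Sim1* and *Cxcl14*, so no direction is read here either. The study described its NP2 class as slightly enriched in Enl-T1 nephrons. The NP2-like share here was lower in Enl-T1 (8.39% against 24.7%), and it rests on rebuilt names that a higher resolution or no integration moved.

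Electron transport chain genes were higher in Enl-T1 than in Enl-WT in all 4 lineages. The study reported such a spread for its mitochondria-related signature. It proposed that a direct effect of the mutation is less likely there than for its development-related signature. Matched on expression and exonic length, their median in nephron progenitors was at percentile 100.0, which argues against a gain of short transcripts as the whole cause. The mean of the medians in ureteric epithelium and endothelial cells was 139.8% of that in nephron and stroma, which argues against an effect confined to lineages with the Cre driver. A difference of the whole library, or an effect of the mutation that reaches all lineages through the state of the tissue, stays open, and library and group are confounded.

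*Dnmt1*, *Ezh2* and *Ash2l* showed the same lack of restriction, with a mean log2 ratio in ureteric epithelium that was 153.4% of that in the nephron. The study also found genes lowered in the nephron to fall in other lineages, and proposed a secondary effect. The nephron value sums cell types whose mix differed. In nephron progenitors the log2 ratios were -0.84, -0.46 and -0.81 in that order, against -0.93, -0.64 and -0.41 in ureteric epithelium. No stronger fall of these genes in ureteric epithelium is therefore read. Under median-of-ratios scaling their mean in nephron progenitors was -0.36, which argues against the shift of all genes as the whole cause there. Their median lay at percentile 20.2 of lists matched on exonic length as well as expression, so lower counts of long transcripts in Enl-T1 are a candidate explanation. The 5 cell cycle genes, at percentile 45.2, are open to the same one.

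The *Hox* rise in nephron progenitors lay at percentile 100.0 of lists matched on length. Relative to all genes, the median in ureteric epithelium was 8.78% of that in nephron progenitors, which argues against a shift of the whole library as its whole cause, although the median in ureteric epithelium rests on 17 genes and that in nephron progenitors on 32. In endothelial cells the median relative to all genes was 0.52 (0.35 to 0.70), with 12 of 20 genes higher by CPM. Free RNA from other lineages was not tested as its source, so whether the rise is restricted to lineages with the Cre driver stays open. The genes were chosen by the study on the same libraries, and library and group are confounded, so the data do not settle it.

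The stroma difference between Enl-T1 and Enl-WT kept 80.7% of its size without ureteric stroma-like cells, which argues against more ureter in the preparation as its whole cause. How the tissue was dissociated was not measured here, and a change in the makeup of the kidney stays open beside it.

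*Pam16* and *Gm10076* were far higher in Enl-T1 than in Enl-WT in nephron progenitors, and the smaller of their log2 ratios in ureteric epithelium was 4.38. Both were high in Enl-T1 TDI-11055 as well. In NP1-like and NP2-like cells together *Pam16* had 70.4 CPM in Enl-T1 and 78.7 in Enl-T1 TDI-11055, and *Gm10076* had 109.3 and 214.6. The rise is therefore not a feature of the Enl-T1 library alone. A difference across lineages between Enl-WT and both Enl-T1 libraries may be the source. It could be a variant near these loci in the embryos used or a change in how shared reads were assigned. Neither was tested.

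In all 4 lineages ribosomal protein genes were higher and the median of all genes lower in Enl-T1 than in Enl-WT. A higher share of nuclear RNA in Enl-WT would have put *Malat1* below all genes in Enl-T1 in every lineage, but in the stroma its log2 ratio relative to all genes was 0.61, which argues against it for the 4 lineages together. In the nephron *Malat1* was lower in Enl-T1 (-0.52 relative to all genes), so it stays open for that lineage.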
